A study of Mus musculus with 10 samples. Its data were reported in "Role of PAI-1 in hepatic steatosis and dyslipidemia" (2021).

How the data were processed

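Livers of 10 male mice were sequenced, 5 in the Chow group and 5 in the TM5614 group, and the groups and replicate numbers were taken from the sample titles. Per the study's methods, poly(A) RNA libraries were sequenced as single-end reads, aligned with STAR to the mm10 mouse genome and counted per gene in the RNA Express application of Illumina. The gene annotation, the tool versions and the use of strand in counting are not stated. The authors deposited whole-number counts per gene symbol that were not normalized, with totals from 6398335 to 10874955 per library. They also deposited FPKM values, which are counts scaled by gene length and library. The FPKM divisors were checked against the counts and scaled across libraries as DESeq2's size factors do, so the FPKM values were used only to obtain relative gene lengths. The authors deposited regularised log2 values from DESeq2, which are shrunk towards the mean of each gene; these served as 1 alternative. The authors' deposited table of their own DESeq2 comparison gives a mean count signal, a log2 fold change with its standard error, a Wald statistic used as a score, a p-value and an adjusted p-value per gene. In 7927 of its 24421 rows the log2 fold change cell differed from the product of the statistic and the standard error, so that product was used in its place.

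Columns were matched to samples by the mouse number in the labels. Counts of the 20 pairs of libraries within a group were compared, and the lowest chi-square per degree of freedom was 8.00, so no pair was taken for 1 library deposited a second time. Genes were kept with filterByExpr and libraries were scaled with TMM. Differences were tested with edgeR 4.0.16 (glmQLFit and glmQLFTest, two-sided, no block) in R 4.3.3, with Benjamini-Hochberg adjustment over the 11092 genes tested and a threshold of 0.05. Standard errors were the absolute log2 fold change over the square root of the F statistic. The study used DESeq2, which was run here (version 1.42.0) as an alternative on the same counts. CPM are counts scaled by library size and TMM, and log2 CPM had a prior count of 2. Principal components used the 500 genes of highest variance, and group means on a component were compared with an exact two-sided permutation test over 252 splits. Gene lists were tested with camera (limma 3.58.1, preset correlation 0.01), adjusted over the function lists and, separately, over the marker lists.

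Before the data were examined the groups, the tests, the alternatives, the gene lists and the 8 study genes were fixed. Some of the study genes are not reported here. The rule for other named genes was fixed then too. It took the 6 largest rises and the 6 largest falls in log2 fold change among genes with an adjusted p under 0.05, a mean of at least 50 counts and groups that did not overlap in CPM. Single members of a list are named only where they passed the threshold. Coordinates and gene types were taken by symbol from GENCODE M21 on GRCm38, the assembly that mm10 names. GC content came from its transcripts, and 99.6% of the tested genes had a GC content and a length.

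The alternatives were DESeq2, limma-voom with sample quality weights, RLE and upper-quartile factors, library totals alone, no filter, at least 10 counts in every library, the replicate number as a block, robust dispersion, an adjusted p of 0.01, a test against a fold change of 1.5, other gene sets and values for the principal components, other list tests, and each library left out in turn. A correction for GC content and gene length, as a spline with 5 degrees of freedom each taken out of every library as an offset, was added after seeing the data. The tests were run on simulated counts drawn from the real means, with 200 genes changed. The changed genes had a mean of at least 50 counts and were changed by fixed folds. No trend on GC content or gene length was put into single libraries. The shares recovered and false therefore need not hold for the real libraries. Among 11018 genes edgeR recovered 176 of the 200 changed genes (88.0%), and 3.83% of its 183 calls were false. DESeq2 recovered 185 of 200 among 11092 genes, and 9.76% of its 205 calls were false. limma-voom with sample quality weights recovered 175 of 200 among 11018 genes, and 1.69% of its 178 calls were false. Of 11 lists, the 1 that had been shifted was the 1 called. The simulated genes were drawn independently of each other, so this could not test camera where the genes of a list are correlated.

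The precision of a value follows its count. A gene with 3 counts or fewer in all libraries of a group was treated as at the floor. Shares of counts in single libraries are given with 95% Wilson intervals, which cover counting error only. The labels give no batch, time of day or order of collection, so none was used in a fit.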

Results

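Hepatic mRNA of 10 male C57BL/6 mice, 21 weeks old, was measured by RNA sequencing. The Chow group (n = 5) ate standard chow. The TM5614 group (n = 5) ate chow into which TM5614 had been mixed, at 20 mg/kg/day for 10 days. TM5614 is an orally active small molecule. Each mouse gave 1 library. The total count per library ranged from 6398335 in Chow replicate 4 to 10874955 in Chow replicate 2. The mean total was 9244421 ± 1871478 (SD, n = 5) in the Chow group and 8267290 ± 1077771 (SD, n = 5) in the TM5614 group, and the difference did not exceed the spread of the libraries (exact two-sided permutation test, p = 0.325). Of the 24421 genes listed, 17291 had at least 1 count and 11092 passed the filter on low counts and were tested. Counting error is smallest for genes with many counts, and intervals given here cover counting error only, since reads without molecular identifiers are not independent molecules.

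The first question was whether the libraries of a group resembled each other and differed from those of the other group. In a principal component analysis of log2 CPM (counts scaled by library size), PC1 held 38.2% of the variance and PC2 held 21.8%. All 5 TM5614 libraries lay above all 5 Chow libraries on PC1, with means of 12.2 ± 3.75 (SD, n = 5) and -12.2 ± 6.63 (SD, n = 5). This separation of 24.5 units gave p = 0.00794 in the exact two-sided permutation test, which is the smallest value that 252 splits allow. The separation moved most with the authors' regularised log2 values, to 13.3 (exact permutation p = 0.00794), and over all genes past the filter it was 32.0 (exact permutation p = 0.0238). On PC2 the groups did not differ (exact permutation test, p = 0.714). Chow replicate 2 and TM5614 replicate 2 lay apart on that axis. The mean correlation of Chow replicate 2 with the other Chow libraries across genes was 0.927. The other 9 libraries had mean correlations between 0.965 and 0.982 with their own group, where genes are not independent replicates. Each TM5614 library had a lower mean with the Chow libraries, between 0.953 and 0.965. Chow replicates 1, 3 and 5 correlated more with TM5614 (means 0.9739, 0.9705 and 0.9720) than with Chow (0.9665, 0.9701 and 0.9654). Chow replicates 2 and 4 correlated less with TM5614 (0.9098 and 0.9675) than with Chow (0.9270 and 0.9681). The own-group means of the other Chow libraries include their pairs with Chow replicate 2, which averaged 0.927 and lowered them. The higher means of Chow replicates 1, 3 and 5 with TM5614 therefore do not show that they resembled TM5614 more than each other.

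**Figure D1:**
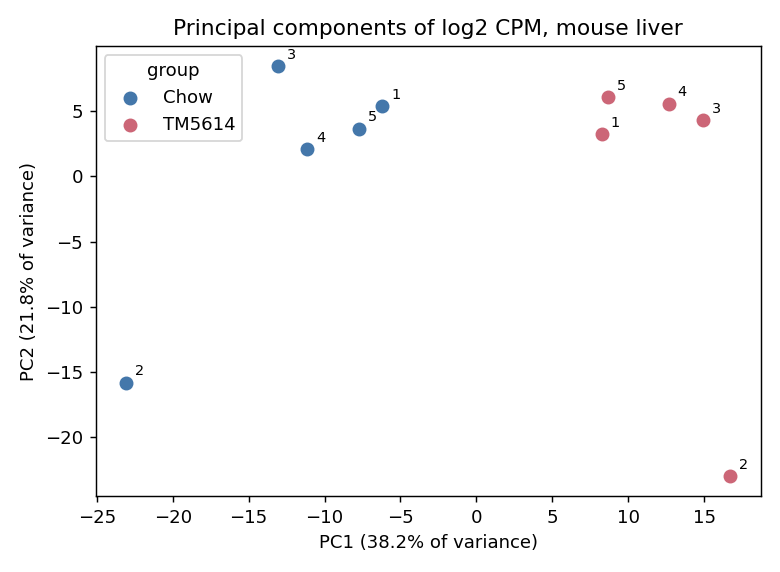
Scores of the 10 libraries on PC1 (horizontal, 38.2% of variance) and PC2 (vertical, 21.8% of variance) of log2 CPM over the 500 most variable genes, in arbitrary units; blue points are Chow libraries, red points are TM5614 libraries and the digits are replicate numbers. The groups do not overlap on PC1, and replicate 2 of each group lies low on PC2.

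Expression was then compared between the groups gene by gene. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment at 0.05, 499 genes were changed in TM5614 against Chow, 4.50% of those tested. Of these, 192 were higher and 307 were lower in TM5614. DESeq2, the tool the study used, called 907 genes in the same counts, 340 higher and 567 lower, and all 499 were among them with the same direction. The count was highest, at 1386, under limma-voom with sample quality weights, and lowest, at 78, in a test against a fold change of 1.5, which asks a stricter question. The count also depended on single libraries: it was 1031 without Chow replicate 2, 293 without Chow replicate 3, and 331, 235 and 259 without TM5614 replicates 1, 3 and 4. In 447 of the 499 genes the CPM values of the 2 groups did not overlap. Over all tested genes 8.93% had groups that did not overlap, where chance gives 0.794%. The authors' deposited table holds 906 genes under the same threshold, 344 higher and 562 lower, and 498 of the 499 calls were among them.

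The study singled out genes of lipid metabolism, and 8 genes fixed beforehand were examined in each library. Of the 8, 6 passed the threshold over all genes tested and 7 did when adjusted over the list alone. The study had named several of these genes from the same samples, so the count adjusted over the list alone is not independent evidence. The levels of 4 of them follow, all protein-coding, with coordinates of the GRCm38 assembly (mm10).

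Fgf21 (chromosome 7, 45613886 to 45615490, minus strand), which encodes a hormone secreted by the liver, had 1.28 ± 0.494 CPM (SD, n = 5) in the Chow group and 10.9 ± 1.74 CPM (SD, n = 5) in the TM5614 group. Its log2 fold change was 3.04 (SE 0.24, edgeR adjusted p = 0.000136), an increase of 724%. The Chow libraries held between 3 and 17 counts of Fgf21, which limits the precision of the fold. All 5 TM5614 libraries, with 67 to 135 counts, were above all 5 Chow libraries.

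The genes of 2 transcription factors of lipid synthesis were lower in TM5614. Srebf1 (chromosome 11, 60199089 to 60222581, minus strand) fell from 111 ± 27.2 to 30.9 ± 6.81 CPM (SD, n = 5 each), a log2 fold change of -1.84 (SE 0.19, edgeR adjusted p = 0.000402). Srebf2 (chromosome 15, 82147181 to 82205379, plus strand) fell from 61.9 ± 12.7 to 30.3 ± 5.58 CPM (SD, n = 5 each), a log2 fold change of -1.03 (SE 0.17, edgeR adjusted p = 0.00471). In these 2 genes the groups did not overlap.

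Gapdh (chromosome 6, 125161715 to 125166467, minus strand), the reference gene of the study's quantitative PCR, had 364 ± 59.5 CPM in the Chow group and 293 ± 19.3 CPM in the TM5614 group (SD, n = 5 each). Its log2 fold change of -0.31 (SE 0.12) did not pass the threshold over all genes (edgeR adjusted p = 0.167). It passed when adjusted over the list alone (edgeR adjusted p = 0.0244). All 5 TM5614 libraries were below all 5 Chow libraries. Under limma-voom with sample quality weights Gapdh passed the threshold over all genes, with a log2 fold change of -0.24. With GC content and gene length corrected, a choice made after the data were seen, it was -0.11.

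**Figure D2:**
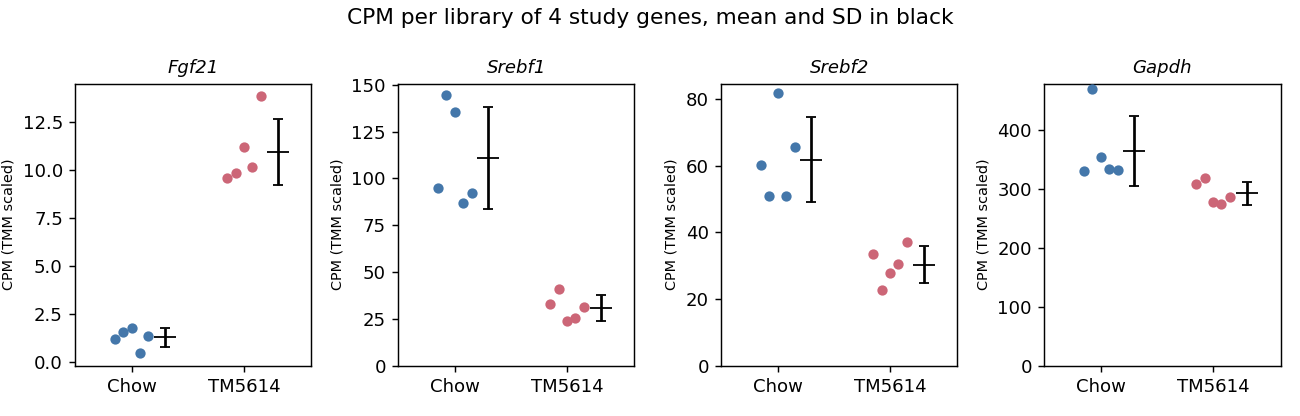
CPM of 4 study genes (vertical axes, counts scaled by library size and TMM) in the Chow and TM5614 groups; each point is 1 library, and the black bar with its whiskers is the mean and SD of 5 libraries. Fgf21 lies between 0.475 and 1.77 CPM in the Chow group and between 9.62 and 13.9 CPM in the TM5614 group.

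Besides these 8, the genes with the largest changes were taken by a rule set beforehand that asked for a mean of at least 50 counts and for groups that did not overlap; 406 genes met it. The 6 largest rises were in Pdk4, Gm15441, Arntl, Lepr, Cntnap1 and Gadd45g, with log2 fold changes from 2.56 for Gadd45g to 3.56 for Pdk4 and edgeR adjusted p-values from 0.00129 to 0.0122. Pdk4 (chromosome 6, 5483351 to 5496309) had 3.94 ± 1.63 CPM in the Chow group and 47.1 ± 55.6 CPM in the TM5614 group (SD, n = 5 each), and 144 CPM in TM5614 replicate 2 alone. Arntl (chromosome 7, 113207465 to 113314126), a gene of the circadian clock, had 1.68 ± 1.39 and 11.3 ± 4.73 CPM (SD, n = 5 each). Gm15441 is annotated as antisense to another gene, and whether the counting used strand is not stated, so its level is uncertain.

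The 6 largest falls under this rule were in Saa2, Saa1, Fdps, Mvd, Sqle and Msmo1, with log2 fold changes from -4.75 for Saa2 to -2.70 for Msmo1 and edgeR adjusted p-values from 0.000490 to 0.0124. Saa1 and Saa2 are near-identical neighbours on chromosome 7, so reads can be split between them and their levels are uncertain. Saa2 had 151 ± 220 CPM in the Chow group, of which Chow replicate 4 had 539 CPM, and 5.55 ± 2.26 CPM in the TM5614 group (SD, n = 5 each). Without Chow replicate 4 its log2 fold change was -3.28. Fdps (chromosome 3, 89093588 to 89101959), which encodes an enzyme of cholesterol synthesis, had 108 ± 54.4 and 13.5 ± 3.61 CPM (SD, n = 5 each), a log2 fold change of -2.99 (SE 0.33, edgeR adjusted p = 0.000490).

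Whole gene lists, fixed before the data were examined, were tested with camera, limma's competitive test of whether a list's genes shifted more than other genes. Of 11 function lists, 7 passed the threshold. The cholesterol synthesis list had the largest shift, with a median log2 fold change of -1.53 over 20 genes (adjusted p = 5.22e-23). All 20 of its genes had lower estimates in TM5614 and 16 passed the threshold on their own. The clock genes that peak with Dbp had a median of -0.90 over 11 genes (adjusted p = 8.76e-10 in camera). The xenobiotic response list had a median of -0.54 over 23 genes (adjusted p = 1.46e-07 in camera), and the fatty acid synthesis list a median of -0.46 over 18 genes (adjusted p = 4.39e-05 in camera). In the latter, Elovl5 rose past the threshold while 7 genes fell. The PPAR-alpha targets had a median of 0.52 over 24 genes (adjusted p = 2.44e-12 in camera), with 9 genes higher and Acot3 lower past the threshold. Acot1, Acot2, Acot3 and the Cyp4a genes in this list belong to families of similar sequence, as do the Gstm genes of the xenobiotic list, and their single values are uncertain. The cytosolic heat shock list and the ER chaperones, of 17 genes each, had medians of 0.50 (adjusted p = 3.91e-09 and 1.18e-08 in camera).

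The other 4 function lists did not pass. Their medians were 0.14 for fasting and gluconeogenesis, 0.98 for the 5 clock genes that peak with Arntl, 0.02 for the integrated stress response and -0.23 for the plasminogen system (camera adjusted p = 0.199, 0.190, 0.994 and 0.190). The camera test assumed a correlation of 0.01 between genes. With an estimated correlation only cholesterol synthesis, the xenobiotic response and the clock genes that peak with Dbp passed (adjusted p from 0.0326 to 0.0359). Under fry, limma's self-contained test, the 7 lists passed and the plasminogen system passed as well (adjusted p = 0.0243).

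**Figure D3:**
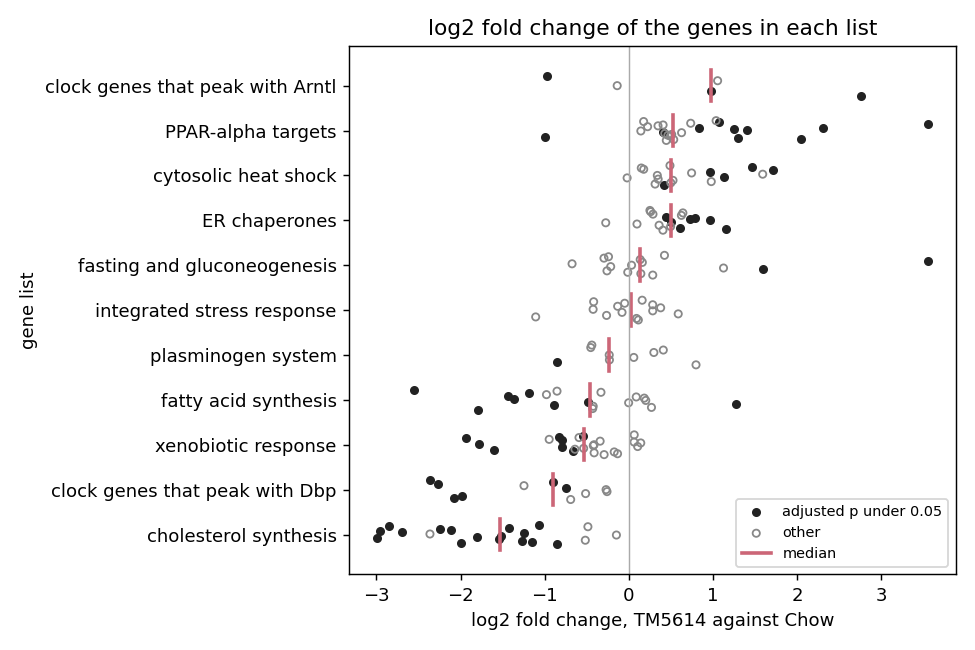
log2 fold change of TM5614 against Chow (horizontal axis) for the genes of 11 lists (vertical axis); filled points passed an edgeR adjusted p of 0.05, open points did not, and red bars are list medians. All 20 genes of the cholesterol synthesis list lie below 0, and their median is -1.53.

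Marker lists of other cell types and of liver zones served as a check on the make-up of the tissue. Of the 6 marker lists with enough genes to test, 0 passed the threshold in camera, and 0 had an unadjusted p under 0.05. The lowest median was -0.50, for Kupffer cells, all 9 of whose genes had lower estimates in TM5614 (adjusted p = 0.269 in camera). The medians were 0.07 for liver endothelium, 0.18 for stellate cells, 0.27 for cholangiocytes, -0.20 for pericentral hepatocytes and 0.03 for periportal hepatocytes. In the pericentral list single genes passed the edgeR threshold over all genes in both directions: Gulo, Lect2 and Rgn were lower (log2 fold changes -0.65, -0.83 and -0.59) and Axin2 was higher (0.90). In the other 5 lists 0 genes passed. For exocrine pancreas and lymphocytes 0 genes, and for erythroid cells 1 gene, passed the filter, so these lists were not tested.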

Values the study reported

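The study reported Fgf21 as its most strongly raised transcript in the liver of mice given TM5614, with a 568% increase. It counted 160 changed genes in lipid metabolism and 156 in fatty acid metabolism. In plasma, the study found cholesterol 25% lower after the treatment.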

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

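The comparisons with GC content and gene length, with a mislabelled sample and with the ratio of muscle reads between libraries were tests chosen only after the results were seen. The rule that singled out the values below compares the gap between a group's highest or lowest library and the next with the group's range. It was applied to 58 groups of 5 libraries, over 29 measures, and picked 12, where chance gives about 2.9; 11 of them are described. Many of the measures rest on the same libraries, so the 12 are not independent.

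Chow replicate 2 lay far from the other Chow libraries. Its mean correlation with them across genes was 0.927, while the other 4 had 0.965 to 0.970. On PC2 it was at -15.8, and the other Chow libraries were between 2.11 and 8.42. A smooth trend on GC content and gene length explained 52.7% of its deviations from the median library, against 0.927% to 4.69% in the other Chow libraries. The highest share in any other library was 13.9%, in TM5614 replicate 3. With the trend taken out of every library, its mean correlation with its group rose to 0.961, still the lowest, as the other Chow libraries rose to between 0.976 and 0.978. A bias in GC content and length in that library is therefore a candidate explanation for part of its distance. A mislabelled sample is argued against, since 71.7% of 1030 genes, those of the 1031 called without it that are among the 11092 tested, put it nearer to the Chow mean than to the TM5614 mean. What in the preparation differed stays open, and a biological difference of that mouse was not tested. The same library had the highest Gapdh of its group, at 469 CPM against 330 to 354 in the others. The log2 fold change of Gapdh was -0.31 with all libraries, -0.21 when that library was left out and -0.11 with GC content and length corrected in every library (edgeR adjusted p = 0.425, range 0.0470 to 0.429 over its alternatives).

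TM5614 replicate 2 lay apart in its own group. Its mean correlation with the other TM5614 libraries was 0.971, while those had 0.982 each. On PC2 it was at -22.9, against 3.24 to 6.05 in the others. It also held 98.8% of its counts in the tested genes, against 99.8% to 99.9% in the others. Skeletal muscle transcripts at or near 0 in the Chow libraries were part of this. The 32 genes of a pair of muscle lists took 0.613% of its counts (95% Wilson interval 0.607 to 0.618%), against 0.00176% to 0.0123% in the other TM5614 libraries and at most 0.00388% in the Chow libraries. Neb and Des gave most of the counts in the Chow libraries. The first list held 12 genes picked because they were seen there: Acta1 had 9330 counts, Ttn 7419, Myh8 4934 and Ckm 2312, and the highest count of any of the 12 in a Chow library was 2.

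Skeletal muscle RNA mixed into that library is a candidate explanation, and it was tested on a second list of 20 skeletal muscle genes written before their counts were seen. The criterion set beforehand was that 80% of the list, 16 genes, be over 10 times higher than in any Chow library. The criterion named no floor. As written, 16 of 20 genes met it, but 3 of these had fewer than 10 counts against 0 in every Chow library. A floor of 3, to which lower Chow counts were set, was applied after that count had been seen, and with it 13 of 20 genes met the criterion (65.0%). The 7 genes short of it then were Myf6, Tnnt1, Tnnc1, Tnni1, Myh7, Neb and Mybph, of which Myf6, Tnni1, Myh7 and Mybph had too few counts to pass with the floor. The outcome depends on the floor, so the source of these transcripts stays open. Of the 12 genes seen first 0, and of the second list 2, passed the filter, and 373 genes were called without that library against 499 with it, a change under 1.5 times, which argues against muscle reads as what lies behind the calls. Pdk4, a named gene, had 144 CPM in this library against 12.6 to 40.3 in the other TM5614 libraries. Without the library its log2 fold change was 2.51.

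TM5614 replicate 3 held the same muscle transcripts at 1.97% of the counts in replicate 2, pooled over the 12 genes seen first. Reads of replicate 2 assigned to replicate 3 by error would give 1 ratio for all genes. The ratio ran from 1.19% for Ttn to 2.86% for Myh8, and a chi-square test over the 12 genes gave p = 1.85e-06. That test covers counting error only, and reads are not independent molecules, so it does not decide and such reads stay open. A biological explanation was not tested.

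The other values lay in single libraries. Saa2 was at 539 CPM in Chow replicate 4, against 13.1 to 107 in the other Chow libraries. It did not stand alone there: Saa1 was at 866 CPM against 43.7 to 327, and Orm2 (45.9 CPM), Lcn2 (31.5), Mt1 (965) and Mt2 (501), looked at after the values were seen, were also highest of the Chow group in that library, while Hp was not. Gm15441 was at 51.6 CPM in TM5614 replicate 4, against 9.47 to 17.1 in the other TM5614 libraries. No technical or biological explanation was tested for these 2 values. The paralogs Saa1 and Saa2 share reads, and Gm15441 is annotated as antisense to another gene.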

How the results depend on the processing

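The corrections for GC content and gene length were tried only after the data were seen. The counts of changed genes moved most. Against 499 genes (192 higher, 307 lower), DESeq2 called 907 (340 and 567) and limma-voom with sample quality weights 1386 (582 and 804), and all 499 were among the genes of each. At an adjusted p of 0.01 there were 184 (72 and 112), and against a fold change of 1.5 there were 78 (36 and 42). With GC content and length corrected there were 796 (311 and 485), which included 459 of the 499. The cause of the difference in counts between tools was not tested. Leaving out 1 library gave from 235 to 1031 changed genes across the 10 fits, from 89 to 405 higher and from 146 to 626 lower. The lowest came without TM5614 replicate 3 and the highest without Chow replicate 2. There were 293 without Chow replicate 3, 331 without TM5614 replicate 1 and 259 without TM5614 replicate 4, where fewer samples were fitted; the cause of the rise without Chow replicate 2 was not tested. In each setting, the calls shared with the 499 had the same direction. The other scalings, filters and the robust fit changed the count by less than 1.5 times. The split by direction was more even with library totals alone (224 higher, 245 lower). It was 190 and 308 with RLE factors, and 192 and 275 with upper-quartile factors.

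Same-numbered mice did not deviate together in every pair: the correlations of deviations from the group means were 0.03, 0.32, 0.12, 0.03 and 0.25, so the replicate numbers were not taken to pair the samples. With the replicate number as a block 555 genes were called, and with the block and the GC and length correction 840 (355 and 485).

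Calls shared with the authors' deposited table went from 498 to 184 at an adjusted p of 0.01, where fewer genes pass, and to 901 with DESeq2 run here. Fgf21, Srebf1 and Srebf2 kept their direction and stayed past the threshold in every alternative run for them, with Fgf21 between 2.87 and 3.33 in log2 fold change. Gapdh passed only under limma-voom, at -0.24 (adjusted p 0.0470, range 0.0470 to 0.429 over its alternatives). The 12 other named genes kept direction and threshold in all 249 values. Fgf21, Gm15441, Arntl and Cntnap1 had no value under the filter of 10 counts in every library, which removed them. The separation on PC1 stayed past the threshold in its 13 alternatives.

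With an estimated correlation between genes, 4 lists no longer passed in camera: fatty acid synthesis (median -0.46, adjusted p 0.135), PPAR-alpha targets (0.52, 0.0702), cytosolic heat shock (0.50, 0.0702) and ER chaperones (0.50, 0.0805). The estimate takes correlation between genes of a list into account, which weakens the test. The plasminogen system passed under fry alone (median -0.23, adjusted p 0.0243). The integrated stress response, with a median near 0 and genes going both ways, changed its direction in camera, which need not be the sign of its median, with library totals alone (0.0715), with the replicate block (-0.0395) and without Chow replicate 3 (-0.0815), Chow replicate 5 (0.0244) and TM5614 replicate 2 (-0.13), with medians from -0.13 to 0.21 over the 10 fits that left out a library. It never passed, and the cause was not tested. The fasting median was -0.0139 without Chow replicate 2 and -0.0219 without TM5614 replicate 5. The plasminogen median was -0.0780, -0.0245, -0.0846 and -0.0184 without Chow replicates 1, 3, 4 and 5. Low counts limit the folds of the muscle genes and of Fgf21, which had 3 counts in Chow replicate 4.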

Other observations

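The tests on GC content and on chance in the clock genes were chosen only after the results were seen. Random regroupings were used to ask how often chance gives as many calls. Of 100 splits of the 10 libraries into 5 and 5, drawn from 126 and including the real one, 1 gave as many changed genes, and it was the real split. The next highest split gave 1 gene. Depth is argued against as the source, since total counts did not differ (exact permutation test, p = 0.325). With each library's trend on gene length taken out 661 genes were called, and with the trend on GC content taken out 622, so neither trend accounts for the calls.

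The fall of the cholesterol synthesis list was weighed against 3 explanations set down beforehand. More cells of other types in the TM5614 livers would raise all of their markers, but the Kupffer cell list had a median log2 fold change of -0.50 while the stellate cell list had 0.18. Neither list passed in camera. More cells of 1 type alone would raise only its own markers. The lists of erythroid cells, lymphocytes and exocrine pancreas were not tested, so that case was not excluded. A shift of clock phase between the groups would move the 2 clock lists apart. The list that peaks with Dbp fell past the threshold, but the list that peaks with Arntl did not pass (camera adjusted p = 0.190), and with 5 genes it decides little. Lower food intake in the TM5614 group would raise the fasting and PPAR-alpha lists and lower fatty acid synthesis. The last pair moved that way, but the fasting list did not pass (camera adjusted p = 0.199). A shift of clock phase and lower food intake cannot be told apart from an effect of TM5614. The drug was in the food, and the labels give no food intake or time of collection.

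Clock genes moved in opposite directions. Dbp had 130 to 277 CPM in the Chow group and 25.3 to 65.0 CPM in the TM5614 group, and Arntl had 0.386 to 4.00 and 5.23 to 17.4 CPM. Of 10000 random pairs of genes matched to these in expression, 0.38% separated the groups without overlap in opposite directions. Dbp and Arntl were picked after their separation had been seen, so this share does not decide whether chance in the genes chosen gave the pattern. A difference in sampling time, in feeding time or in the clock itself stays open.

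In the authors' deposited table, 15057 log2 fold change cells form an evenly spaced series from 0.0407 to 0.178 in steps of 9.13e-06. They include all 7130 genes with no counts. The lowest adjusted p among those with one was 0.896, so the calls are not touched. A further 27 gene names appear as dates. The fold of Fgf21 recovered from that table was 5.68, which is an increase of 468%. Its log2 fold change there was 2.50, against 3.05 in DESeq2 run here. Some other folds differed more: Pdk4 had 1.27 against 3.56, and Saa2 had -1.05 against -4.76. The deposited folds are thus not on the scale of the folds given here, and the cause was not tested. By edgeR's log2 fold change, Fgf21 ranked 7 among the rises of all genes tested.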
